# Mrg15 stimulates Ash1 H3K36 methyltransferase activity and facilitates Ash1 Trithorax group protein function in *Drosophila*

**DOI:** 10.1038/s41467-017-01897-3

**Published:** 2017-11-21

**Authors:** Chang Huang, Fu Yang, Zhuqiang Zhang, Jing Zhang, Gaihong Cai, Lin Li, Yong Zheng, She Chen, Rongwen Xi, Bing Zhu

## Abstract

Ash1 is a Trithorax group protein that possesses H3K36-specific histone methyltransferase activity, which antagonizes Polycomb silencing. Here we report the identification of two Ash1 complex subunits, Mrg15 and Nurf55. In vitro, Mrg15 stimulates the enzymatic activity of Ash1. In vivo, Mrg15 is recruited by Ash1 to their common targets, and Mrg15 reinforces Ash1 chromatin association and facilitates the proper deposition of H3K36me2. To dissect the functional role of Mrg15 in the context of the Ash1 complex, we identify an Ash1 point mutation (Ash1-R1288A) that displays a greatly attenuated interaction with Mrg15. Knock-in flies bearing this mutation display multiple homeotic transformation phenotypes, and these phenotypes are partially rescued by overexpressing the Mrg15-Nurf55 fusion protein, which stabilizes the association of Mrg15 with Ash1. In summary, Mrg15 is a subunit of the Ash1 complex, a stimulator of Ash1 enzymatic activity and a critical regulator of the TrxG protein function of Ash1 in *Drosophila*.

## Abstract (web summary)

Ash1 is an H3K36 methyltransferase, Trithorax group protein and is critical in antagonizing Polycomb silencing. Here, the authors purify the *Drosophila* Ash1 complex and identify Mrg15 and Nurf55 as subunits, finding that Mrg15 is recruited by Ash1 and reinforces Ash1 activity.

## Introduction

In *Drosophila*, homeotic (Hox) proteins, which are homeodomain-containing transcription factors, are master regulators of body segment specification. The spatially restricted expression pattern of Hox genes along the anterior-posterior axis of the organism, which are determined by upstream transiently expressed segmentation factors during early embryogenesis, can be maintained throughout the subsequent developmental stages. Both the loss and ectopic expression of Hox genes leads to cell fate changes and homeotic transformation^1,2^. Polycomb group (PcG) and Trithorax group (TrxG) proteins are two groups of factors with opposing functions and maintain the transcriptional “off” and “on” states of Hox genes, respectively^1–4^. Genetic studies have revealed that the PcG and TrxG proteins function through intra-group cooperation and inter-group antagonism to maintain the transcriptional balance of Hox genes, and biochemical studies have revealed that many PcG and TrxG proteins are organized into multi-subunit complexes with diverse chromatin regulating capacities, such as histone-modifying and ATP-dependent chromatin remodeling activities^1–5^. In addition to the above-mentioned biochemical characterization of these PcG and TrxG protein complexes, the crosstalk and autoregulation of these complexes are highly interesting^6–13^.

The absent, small, and homeotic-1 (*ash1*) gene was first identified as a locus in *Drosophila* at which mutations caused small-disc, discless and homeotic transformation phenotypes similar to mutations at the *trithorax* locus^14,15^. Ash1 was classified as a TrxG protein based on three criteria: (1) the homozygote of the *ash1* weak allele demonstrated homeotic transformation phenotypes; (2) the trans-heterozygous mutant of *ash1* and *trithorax* alleles demonstrated homeotic transformation; and (3) the heterozygous *ash1* strong allele suppressed the phenotype of *polycomb* null flies^16^. The *ash1* gene encodes a SET domain-containing protein^17^, which was later confirmed as a nucleosomal histone methyltransferase that catalyzes H3K36me2^12,18–21^. Ash1 is vital to counteract PcG proteins^20,22,23^, and the derepression function of Ash1 depends on histone methyltransferase activity, because flies with mutations at the catalytic center of Ash1 display homeotic transformation phenotypes^17^ and H3K36me2 catalyzed by Ash1 directly inhibits PRC2 catalyzed H3K27me3 establishment^11,12^. Although several genetic and physical interaction partners have been reported^20,24–27^, whether Ash1 exists in a stable protein complex, similar to many other PcG and TrxG proteins, remains unclear.

Here we report the purification and characterization of an Ash1-containing protein complex from *Drosophila* S2 cells. We identify Mrg15 and Nurf55 as integral components of the Ash1 complex, and Mrg15 activates Ash1. The composition of the Ash1 complex and the role of Mrg15 in the activation of the histone methyltransferase activity of Ash1 are conserved in mammals. Moreover, this activation mechanism, which is mediated by Mrg15, is required for histone methyltransferase activity and TrxG protein function of Ash1 in vivo.

## Results

### *Drosophila* Ash1 forms a stable complex with Mrg15 and Nurf55

*Drosophila* Ash1 is a large protein comprising 2226 amino acids. We first generated a *Drosophila* S2-derived cell line stably expressing a Flag-tagged truncated form of Ash1 (Ash1C, amino acids 1146–2226) protein (Fig. 1a) to explore the possibility that Ash1 may function within a protein complex in vivo. Then, we performed affinity purification with antibodies against Flag under high stringency (extensive washing with 500 mM KCl). The silver staining results demonstrated a major protein band of ~55 kDa that was co-purified with Flag-Ash1C (Fig. 1b). Mass spectrometry analysis of this band identified peptides from two proteins: Mrg15, a chromo domain and MRG domain-containing protein, and Nurf55, a WD40 domain-containing protein (Fig. 1b). We generated antibodies against *Drosophila* Ash1 and Mrg15 and the presence of Nurf55 and Mrg15 in the Ash1 complex was validated by western blotting (Fig. 1c). We also generated a Flag-tagged full-length Ash1 stable S2 cell line (Supplementary Fig. 1a) and performed affinity purification. Again, Nurf55 and Mrg15 were co-purified (Supplementary Fig. 1b), but no additional stable subunits were subsequently confirmed, which suggested that Ash1, Mrg15, and Nurf55 constitute the core Ash1 complex. The complex formation was further confirmed by Co-Immunoprecipitation (Co-IP) of the endogenous proteins (Fig. 1d).

**Fig. 1:**
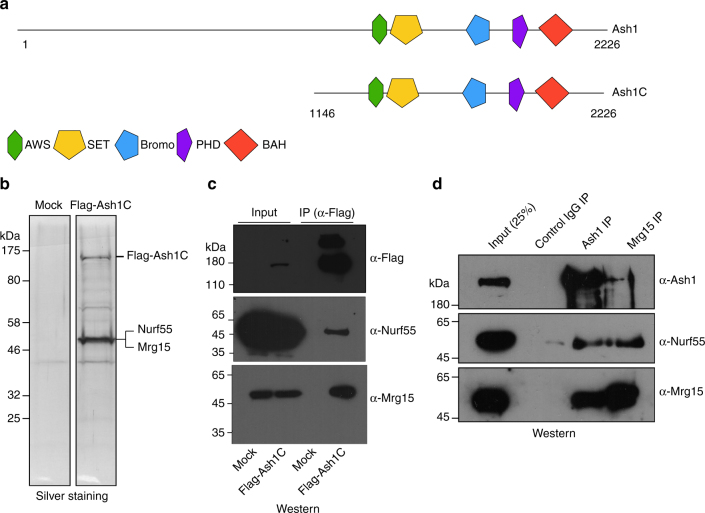
Ash1 forms a stable complex with Mrg15 and Nurf55. **a** Schematic map shows the protein domain organization of *Drosophila* Ash1. **b** Silver staining results of affinity purified materials from S2 cells expressing mock- or Flag-Ash1C. **c** Western blot results using antibodies against Flag, Nurf55 and Mrg15 to confirm the mass spectrometry results from affinity purification. **d** Endogenous Co-IP results with antibodies against Ash1 and Mrg15 using S2 cell nuclear extracts as input

### Ash1 complex is conserved in mammals

The human Ash1 homolog is termed hAsh1L (2964 amino acids), and we failed to express the full-length protein in HEK293 cells. Nevertheless, we were able to express the Flag-tagged C-terminal region of hAsh1L (amino acids 1465–2964, Flag-hAsh1L-C), which shares a high sequence similarity with *Drosophila* Ash1C and contains all known domains of the Ash1 protein. Affinity purification and subsequent mass spectrometry analysis identified four co-purified proteins (Supplementary Fig. 1c). Two of them were both MRG domain-containing proteins: MORF4L1 and MORF4L2 (also named as hMrg15 and hMrgX, respectively), human homologs of *Drosophila* Mrg15. Notably, hMrg15, but not hMrgX, contained an N-terminal chromo domain. The other two subunits were both WD40 domain-containing proteins: RbAp46 and RbAp48 (also known as RBBP7 and RBBP4, respectively), human homologs of Nurf55. These results were further confirmed by Co-IP experiments (Supplementary Fig. 1d). Co-IP experiments revealed that the hMrg15 and hMrgX proteins did not interact with each other (Supplementary Fig. 1e), which suggests that they both could form complexes with hAsh1L in a mutually exclusive manner. On the other hand, RbAp46 and RbAp48 often coexist in many chromatin-modifying complexes and histone chaperone complexes and they interact with histone H4 and facilitate the binding of chromatin regulators to the corresponding substrates^28–30^. Taken together, the subunit composition of Ash1 complex is conserved in mammals, suggesting an evolutionally conserved function.

Mrg15 (also known as Eaf3 in yeast) contains an N-terminal chromo domain that has been reported to recognize H3K36me2/3, although the binding affinities of Mrg15 for methylated H3K36me2/3 peptides are fairly low (*K*_d_ ≈ 200–400 μM)^31–33^. Mrg15 also contains a C-terminal MRG domain that is mainly responsible for protein–protein interactions^34–37^. Mrg15 and the yeast homolog Eaf3 have been reported to be subunits of two other histone-modifying enzyme complexes: the NuA4 histone acetyltransferase complex^38–41^ and the Rpd3S (or Sin3a in higher eukaryotes) histone deacetylase complex^42–46^.

### Mrg15 activates histone methyltransferase activity of Ash1

To understand the biochemical role of these subunits in the context of the Ash1 complex, we purified recombinant *Drosophila* Ash1C (1146–2226 aa), Mrg15 and Nurf55 proteins and performed histone methyltransferase activity assays using recombinant oligonucleosomes (RON) as substrates. Interestingly, the addition of Mrg15, but not Nurf55, dramatically stimulated the enzymatic activity of Ash1C (Fig. 2a). In a control experiment, Mrg15 displayed no histone methyltransferase activity (Supplementary Fig. 2a), in consistence with its lack of SET domain. Moreover, the coexpressed and co-purified Ash1C/Mrg15 complex displayed much higher activity than Ash1C alone (Fig. 2b). To examine whether Mrg15 changes the product specificity of Ash1C, we analyzed the reaction products with antibodies specific to each state of H3K36 methylation. Ash1C/Mrg15 complex displayed an increased activity in producing H3K36me1 and H3K36me2, but remained to be incapable of producing H3K36me3 (Supplementary Fig. 2b), similar to the activity of Ash1 alone that was previously characterized^12,18,21^.

**Fig. 2:**
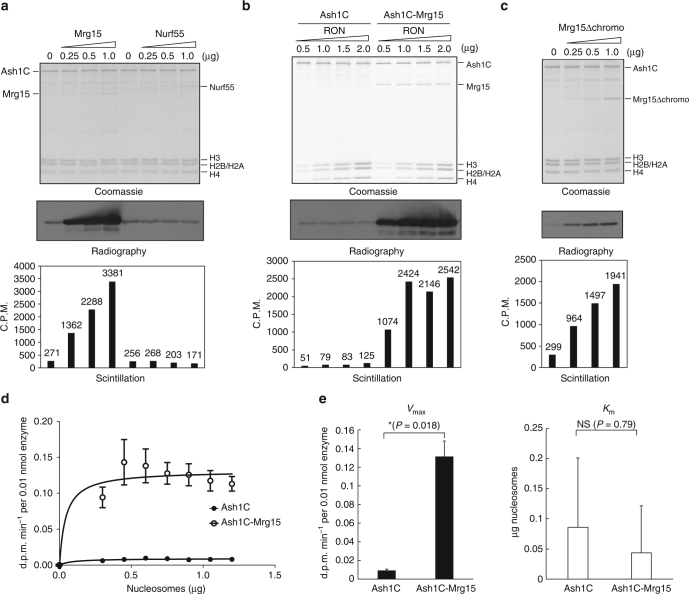
Mrg15 stimulates the histone methyltransferase activity of Ash1C in vitro. **a** Radiography and scintillation results show that recombinant Mrg15, but not Nurf55, stimulates the activity of Ash1C. **b** Radiography and scintillation results show that Ash1C-Mrg15 complex has stronger enzymatic activity than Ash1C alone. **c** Radiography and scintillation results show Mrg15Δchromo can stimulate the activity of Flag-Ash1C-His. **d** Kinetic characterization of Ash1C and Ash1C-Mrg15 complex with titration of recombinant oligonucleosomes. Data are plotted as mean ± s.e.m. (*n* = 2). **e** *V*_max_ and *K*_m_ values of Ash1C and Ash1C-Mrg15 were determined for nucleosomes with 0.23 µM of S-[methl-^3^H] adenosylmethionine. Data are plotted as mean + s.e.m. (*n* = 2). Student's *t*-test was used to determine significance (*P < 0.05). NS, not significant

Given that the subunit composition of Ash1 complex is highly conserved between *Drosophila* and human, we evaluated whether hMrg15 and hMrgX proteins could stimulate Ash1 activity in vitro. Both recombinant hMrg15 and hMrgX stimulated the enzymatic activity of *Drosophila* Ash1C (Supplementary Fig. 2c). These results indicated that not only the complex composition, but also the mechanism of enzymatic activity regulation was evolutionarily conserved. Notably, the hMrgX protein natively lacking a chromo domain stimulated the activity of Ash1C, which suggested that Mrg15 without the chromo domain could stimulate Ash1C. Indeed, the recombinant *Drosophila* Mrg15 mutant with the chromo domain deleted (Mrg15Δchromo) was capable of activating Ash1C (Fig. 2c), albeit in a less efficient manner (Supplementary Fig. 2d, e). Notably, Mrg15 protein lacking MRG domain (Mrg15ΔMRG) completely lost the stimulation activity (Supplementary Fig. 2d). These results suggest that the MRG domain of Mrg15 is the primary activator of Ash1, while the chromo domain of Mrg15 may participate in the stimulation process by stabilizing the structure of the Ash1-Mrg15 enzyme complex.

We also measured the reaction kinetics of the Ash1C and Ash1C-Mrg15 complex by titrating substrates (Fig. 2d, Supplementary Fig. 2f). The incorporation of Mrg15 robustly increased the reaction *V*_max_ and the difference was statistically significant (*P = *0.018, Student's *t*-test), but it had a much milder effect on the *K*_m_ and the difference was not statistically significant (*P* = 0.79, Student's *t*-test) (Fig. 2e).

### Ash1 recruits Mrg15 to their common target genes

To test the relationship between Mrg15 and Ash1 in vivo, we performed ChIP-seq experiments using wild type and Ash1 knockdown and Mrg15 knockdown S2 cells (Supplementary Fig. 3a, b, Supplementary Tables 1, 2). In total, we identified 3678 Mrg15 peaks, which was far greater than the number of Ash1 peaks (562) in the genome (Fig. 3a). Moreover, we plotted Ash1 intensity at all Mrg15 peaks and no apparent enrichment of Ash1 was observed (Supplementary Fig. 3c). The above results likely reflect the facts that Mrg15 exists in at least three different chromatin-modifying complexes (NuA4 histone acetyltransferase complex, Sin3a histone deacetylase complex and Ash1 histone methyltransferase complex) and Ash1 complex only contributes to a small percentage of Mrg15 chromatin localization.

**Fig. 3:**
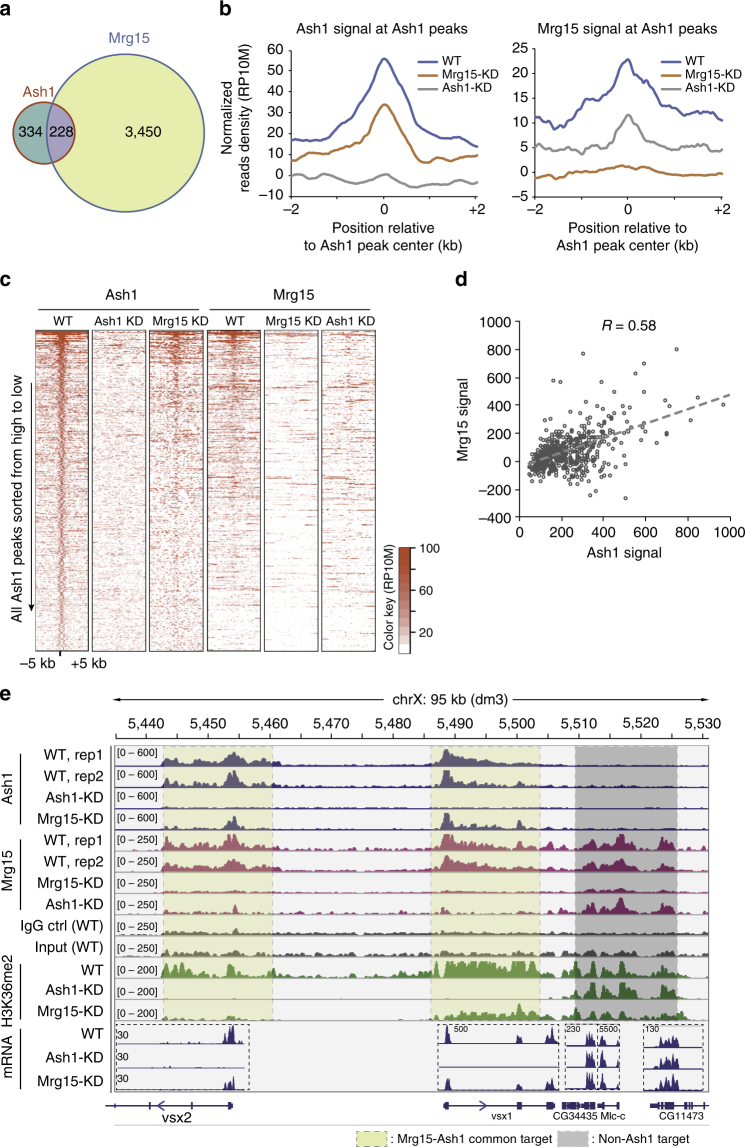
Ash1 co-localizes with Mrg15 and recruits Mrg15 to their common target genes. **a** Venn diagram show the overlap between Ash1 and Mrg15 peaks. **b** Profiles of average normalized read densities (RP10M) show the Ash1 (left panel) and Mrg15 (right panel) occupancy around Ash1 peaks in wild type and in Mrg15 knockdown cells. RP10M, reads per 10 million reads. **c** Heat maps show the occupancy of Ash1 and Mrg15 around Ash1 peaks in wild type, Ash1 knockdown and Mrg15 knockdown cells. Peaks are sorted according to Ash1 reads densities in wild-type cells. **d** Scatter plot shows the correlation between Ash1 and Mrg15 intensities at all Ash1 peaks. **e** Genome browser tracks show the binding of Ash1 and Mrg15, H3K36me2, and RNA-seq signals at several representative genes

In contrast, 41% of the Ash1 peaks overlapped with Mrg15 peaks (Fig. 3a). We also plotted Mrg15 intensity at all Ash1 peaks, and Mrg15 signal was clearly enriched in the majority of Ash1 peaks, even at the weak Ash1 peaks (Fig. 3b, c, Supplementary Fig. 3d). These results suggested that Mrg15 was present even at the majority of the 59% of Ash1 peaks that were not initially called as Mrg15 peaks, likely due to arbitrary cutoff used during peak calling. Indeed, at all Ash1 peaks, Mrg15, and Ash1 intensity displayed a positive correlation (*R* = 0.58, Fig. 3d). Moreover, the distribution profiles of Ash1 and Mrg15 were highly similar at common target genes (Fig. 3e, Supplementary Fig. 3e). Importantly, when we knocked down Ash1 and Mrg15 individually, their average intensity at Ash1 peaks displayed an interdependency (Fig. 3b, c, e, Supplementary Fig. 3e), further supporting that these two components interact with each other. We also noticed that Mrg15 occupancy is dependent on Ash1 at all Ash1 peaks regardless of Ash1 intensity, but Ash1 occupancy tended to be more dependent on Mrg15 at weak Ash1 peaks than strong Ash1 peaks (Fig. 3c, Supplementary Fig. 3f). These results suggest that Ash1 complex is recruited to its targets by a factor recruiting Ash1, and Mrg15’s presence within Ash1 complex may help to stabilize the chromatin association of Ash1 complex.

Our ChIP-seq results revealed extensive Ash1 occupancy at the gene bodies of its target genes with an enrichment near the transcription starting sites (TSSs) (Fig. 3e, Supplementary Fig. 3e, g), which is consistent with a previous report^47^.

### Mrg15 facilitates Ash1 mediated H3K36me2 deposition

Ash1 is a nucleosomal histone methyltransferase that catalyzes H3K36me2^12,18^. Because Mrg15 is a subunit of Ash1 (Fig. 1) that activates Ash1 (Fig. 2), we performed ChIP-seq experiments using antibodies against H3K36me2 in wild type and Ash1 knockdown and Mrg15 knockdown S2 cells. Because Mes-4 and Set2, the other two H3K36 methyltransferases, are responsible for global H3K36 methylation in *Drosophila* ^48^, we focused our analysis on the Ash1 target loci. As expected, the H3K36me2 level on Ash1 complex targeted loci (e.g., *vsx1* and *vsx2* genes) was almost completely abolished upon the depletion of Ash1 (Fig. 3e, Supplementary Fig. 3e). Meanwhile, the H3K36me2 level in non-Ash1 target regions (e.g., the *CG34435* gene) was not affected (Fig. 3e). Importantly, depletion of Mrg15 resulted in a significant reduction of H3K36me2 at Ash1 target loci (Figs. 3e, 4a, b, Supplementary Fig. 3e, f), thus indicating the requirement of Mrg15 for the optimal deposition of Ash1-catalyzed H3K36me2. These results are consistent with the in vitro activation of Ash1 mediated by Mrg15 (Fig. 2).

**Fig. 4:**
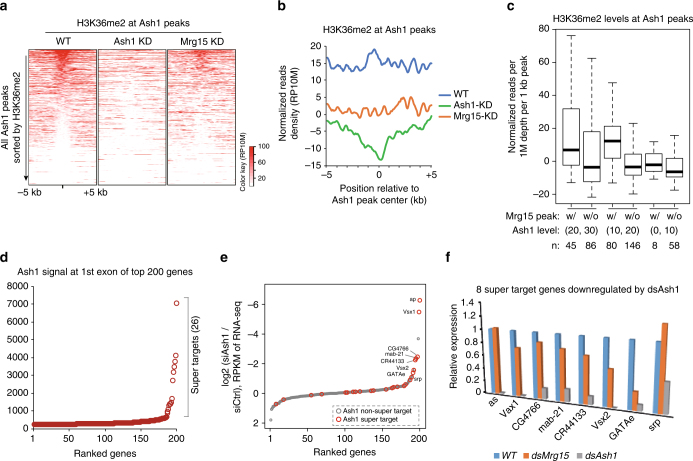
Mrg15 is required for proper deposition of Ash1 catalyzed H3K36me2 in S2 cells. **a** Heat maps show the H3K36me2 occupancy around Ash1 peaks in wild type, Ash1 knockdown and Mrg15 knockdown cells. All peaks were sorted according to H3K36me2 reads densities in wild-type cells. **b** Profiles of average normalized read densities (RP10M) show the H3K36me2 occupancy around Ash1 peaks in wild type, Ash1 knockdown and Mrg15 knockdown cells. **c** Boxplot of average normalized read densities (RPM per kb peak) of H3K36me2 occupancy at three subgroups of Ash1 peaks accompanied by high or low levels of Mrg15, respectively. **d** Scatter plot shows the distribution of Ash1 ChIP-seq signals at the first exons of the top 200 Ash1 target genes. Ash1 occupancy is not evenly distributed at these targets, with a subset of genes (the 26 super targets) containing exceptionally high levels of Ash1. **e** Scatter plot shows the mRNA level changes of the top 200 Ash1 target genes upon Ash1 knockdown. The 26 super target genes are marked in red. **f** The relative expression levels of 8 Ash1 top super target genes in wild type, Ash1 knockdown and Mrg15 knockdown cells

Because not all Ash1 peaks were equally enriched with Mrg15 (Fig. 3a, d), we divided the Ash1 peaks into two groups: Mrg15 high and Mrg15 low. Then, we subdivided these two groups according to the Ash1 abundance and compared each pair that had a similar Ash1 abundance but different Mrg15 levels. In all cases, it was clear that the Mrg15 level contributed greatly to the level of H3K36me2 at Ash1 targets (Fig. 4c). These results further support an in vivo role of Mrg15 in the stimulation of Ash1-mediated H3K36me2 catalysis.

### Mrg15 contributes to the transcription of Ash1 target genes

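S2 cells are a Drosophila melanogaster line of embryonic origin that grows in culture and takes up double-stranded RNA, which makes them suited to knockdown by RNA interference. mRNA levels were measured by RNA-seq in 3 conditions, namely wild-type, Ash1 knockdown and Mrg15 knockdown S2 cells, with 1 sample per condition and therefore no replicates. The sample names carry the prefix si, usual for small interfering RNA, whereas Supplementary Data 1 uses the prefix ds for the same samples. Poly(A) mRNA was sequenced, and the authors mapped the reads to the dm3 genome with TopHat and quantified expression with Cufflinks. Their files give 1 RPKM value (reads per kilobase of transcript, scaled to the number of mapped reads) for each of 15163 genes, so that differences in sequencing depth are already divided out and the number of reads behind a value is not given. The total number of reads per sample is unknown. RPKM was above 0 for 11841 genes in wild type, 11764 in Ash1 knockdown and 11708 in Mrg15 knockdown. Among genes with a wild-type RPKM under 0.2, the ratio of wild-type to Ash1 knockdown RPKM fell in discrete steps, with the largest step at a log2 ratio of 0.18, which corresponds to an Ash1 knockdown library 1.13 times as deep as the wild-type library. The steps against the Mrg15 knockdown were too broad to give a relative depth. Expression changes were computed as log2((knockdown RPKM + 0.5) / (wild-type RPKM + 0.5)), hereafter the log2 change. The pseudocount of 0.5 is the one with which the log2 columns of Supplementary Data 1 can be recomputed from its RPKM columns. It pulls the changes of genes with low RPKM towards 0. The median log2 change over the 7624 genes with RPKM of at least 1 in all 3 samples was 0.039 in Ash1 knockdown (SD across genes 0.57) and 0.048 in Mrg15 knockdown (SD 0.41), and no further scaling was applied. Because no condition was replicated, no gene has a replicate test. In place of one, the log2 change of a gene was ranked among those of the 500 genes without an Ash1 peak that were nearest to it in wild-type RPKM. That spread holds sampling noise, differences between cultures and indirect effects together. The matched genes were not limited to protein-coding genes. They can include small RNA genes, some of which switched between absent and high values, and these widen the spread.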

We then analyzed the effect of Ash1 and Mrg15 depletion on the expression of their target genes. 

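The list of Ash1 target genes in Supplementary Data 1 holds 398 genes, each of which is in the RNA-seq files with the same RPKM values in all 3 samples. The median wild-type RPKM was 15.8 for the Ash1 target genes and 1.69 for the 14765 genes outside the list. Of the target genes, 286 had a wild-type RPKM of at least 1 and 112 had a lower one, while 18 had an RPKM of 0 in all 3 samples (no replicates). For the genes with low values a repression by knockdown was hardly measurable: a gene with a wild-type RPKM of 0.5 or less cannot reach a log2 change below -1 at the pseudocount of 0.5. Among the Hox genes, which are the classical Trithorax group targets, lab (chromosome 3R, 2487148 to 2504312, dm3), pb (3R, 2533519 to 2567785) and Ubx (3R, 12482344 to 12560348) are on the list. Wild-type RPKM was 0.020 for lab, 0 for pb and 0.010 for Ubx. Abd-B had the highest wild-type RPKM of the 8 Hox genes, 0.070, and is not on the list.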

In total, 398 genes were first defined as Ash1 target genes based on the presence of Ash1 peaks. 

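Of the 398 Ash1 target genes, 18 had a log2 change below -1 after Ash1 knockdown and 8 had one above 1, while all the others stayed within 2-fold. Log2 changes ranged from -6.28 to 3.26, with a median of -0.02 and an SD across genes of 0.68. Among the 18 repressed genes, 8 were super target genes in the sense of Fig. 4d. Outside the super target genes, the largest decreases were those of CR44060 (2L, 833583 to 851163), whose RPKM went from 21.7 to 1.99 (log2 change -3.16), and Pxn (3L, 2600330 to 2630072), from 51.9 to 6.67 (log2 change -2.87). Then followed sdt with a log2 change of -1.48, dmGlut with -1.31 and CG34336 with -1.18. Among 500 matched non-target genes, 2 were as low as CR44060, 3 as low as Pxn and 2 as low as sdt, against 14 for dmGlut and 19 for CG34336. The largest increases were those of CG42268 (3L, 9727111 to 9753495), from an RPKM of 0.23 to 6.52 (log2 change 3.26), and Fas3 (2L, 18320100 to 18393441), from 1.02 to 6.15 (log2 change 2.13). CG8740, CG30377 and Lmpt followed with log2 changes of 1.59, 1.47 and 1.30. Between 5 and 17 of the 500 matched genes were raised as much as each of these 5 genes. None of these values has a replicate. The counts depended most on the threshold: at 1.5-fold, 38 target genes were down and 26 up.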

Among them, 18 genes displayed a greater than twofold downregulation and 8 genes displayed a greater than twofold upregulation after Ash1 knockdown in S2 cells based on RNA-seq results (Supplementary Data 1). 

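The 18 repressed genes make up 4.52% of the 398 Ash1 target genes. To set this against genes without an Ash1 peak, the comparison was limited to genes with RPKM of at least 1 in at least 1 of the 3 samples, since genes that are not expressed cannot be repressed. After Ash1 knockdown, 17 of 289 such target genes (5.88%) and 325 of 8061 such non-target genes (4.03%) had a log2 change below -1. The odds ratio was 1.49 and the difference was not significant (Fisher's exact test across genes, p = 0.13, Benjamini-Hochberg adjusted p = 0.15 over 6 tests). Genes are not independent replicates, and the samples were not replicated. Without the filter on low values the difference was 2.10 percentage points (p = 0.013 in Fisher's exact test), as 7029 of the non-target genes had a wild-type RPKM under 1. From the small number of repressed genes among the 398, the paper reasons that most of them may not be true Ash1 targets, and turns to the genes with the highest Ash1 signal.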

Given that only a small fraction (18 out of 398) of these target genes became repressed after Ash1 depletion, we suspected that the majority of these genes may not be authentic Ash1 targets. Therefore, we selected top 200 Ash1 target genes and plotted normalized Ash1 ChIP-seq reads density at their first exons. Strikingly, 26 genes out from these 200 genes contained approximately half of the Ash1 reads (45%) after normalization, thus we defined them as Ash1 super target genes (Fig. 4d). Then we plotted the fold change of RNA-seq signal and repressed genes were clearly enriched in the super target genes (Fig. 4e). 

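Of the 26 super target genes, 8 (30.8%) had a log2 change below -1 after Ash1 knockdown, against 6 of the other genes (3.45%) among the top 200 Ash1 target genes. The odds ratio was 12.4 (Fisher's exact test across genes, p = 5e-05, Benjamini-Hochberg adjusted p = 0.0001 over 6 tests). The median log2 change was -0.39 for the super target genes and -0.02 for the others (permutation test of the difference of medians, 100000 resamples, p = 4e-05, adjusted p = 0.0001). A decrease of any size was found for 22 of the 26 super target genes. None of the super target genes rose more than 2-fold, compared with 5 (2.87%) of the other top targets. The most strongly repressed was ap (2R, 1593706 to 1615030), whose RPKM dropped from 273 in wild type to 3.03 (log2 change -6.28). It was followed by Vsx1 (X, 5488305 to 5506250), from 45.9 to 0.54 (log2 change -5.49). CG4766 had a log2 change of -2.47, mab-21 -2.35, CR44133 -2.25, GATAe -1.39 and srp -1.09. Among their 500 matched non-target genes, small RNA genes not excluded, 1 was as low as ap and 4 as low as Vsx1. As low as GATAe were 13, and as low as srp 16. GATAe had a wild-type RPKM of only 1.07 and fell to 0.10. The 18 super target genes outside these 8 had a median log2 change of -0.15. Several of the repressed genes are neighbours: srp and CR44133 share 1 locus in the files (3R, 11811873 to 11829803), GATAe starts at 11834826, and CG4766 and mab-21 lie at X, 5891536 to 5894830 and 5902215 to 5907211. In an alternative, 1 gene was kept per cluster of targets less than 100 kb apart, the gene with the highest first-exon Ash1 signal. The difference in the repressed share shrank most there, to 13.9 percentage points (3 of 19 against 2 of 108, Fisher's exact test, p = 0.024). Part of this comes from the choice of gene: srp, CR44133 and GATAe were represented by pnr, whose log2 change of -0.90 falls short of -1. From the higher share of repressed genes among the super target genes, the paper concludes that repression after Ash1 knockdown is enriched in them.

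**Figure D1:**
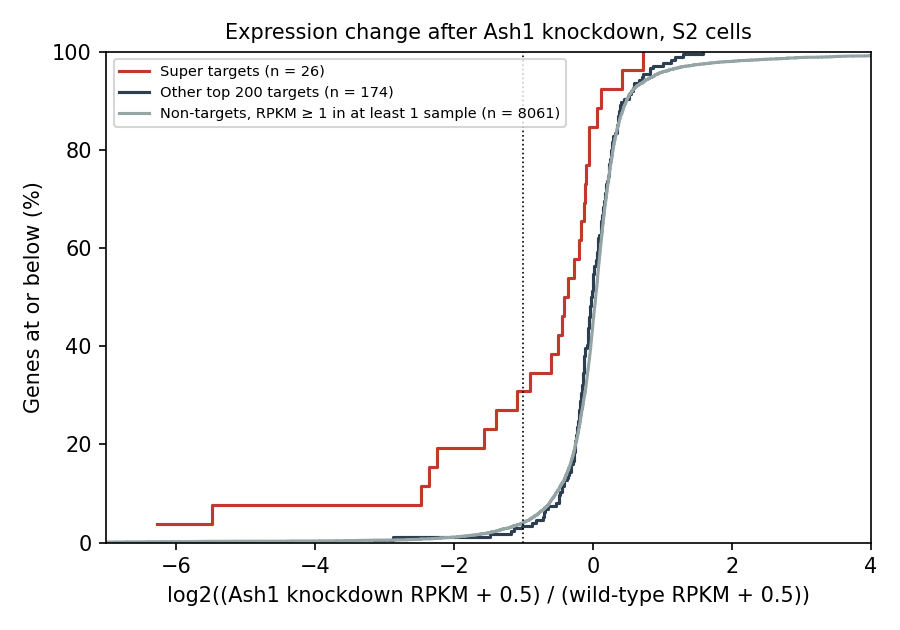
Cumulative share of genes (percent, vertical axis) at or below each log2 change after Ash1 knockdown (horizontal axis, with a pseudocount of 0.5) for the 26 super target genes, the other top targets and 8061 non-target genes with RPKM of at least 1 in at least 1 sample, 1 sample per condition. At the dotted line, a log2 change of -1, the curve of the super target genes stands at 30.8% and that of the other top targets at 3.45%.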

We also noticed that although H3K36me2 level was reduced at both Ash1 super target and non-super target genes, H3K27me3 level was selectively increased at Ash1 super target genes (Supplementary Fig. 4), consistent with the biased transcriptional repression at Ash1 super target genes (Fig. 4e). 

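After Mrg15 knockdown, 2 of the 398 Ash1 target genes had a log2 change below -1 and 2 had one above 1, where Ash1 knockdown gave 18 and 8. The log2 changes of the target genes had an SD across genes of 0.31 in Mrg15 knockdown and 0.68 in Ash1 knockdown. The 2 genes past 2-fold down were CG32762 (X, 5394297 to 5395219), from an RPKM of 0.77 to 0.06 (log2 change -1.18), and CR44060, from 21.7 to 10.4 (log2 change -1.02). Those past 2-fold up were CG4829 (X, 16705731 to 16720527), from 27.8 to 58.9 (log2 change 1.07), and Tl (3R, 22624764 to 22668125), from 4.31 to 9.36 (log2 change 1.03). Only CR44060 passed 2-fold down in both knockdowns. No super target gene changed more than 2-fold. The median log2 change was 0.003 for the 26 super target genes and 0.024 for the other top targets, a difference the permutation test did not separate from 0 (100000 resamples, p = 0.68, Benjamini-Hochberg adjusted p = 0.68 over 6 tests). Across the 398 target genes, the log2 changes of both knockdowns had a Pearson's r of 0.29 and a Spearman's rho of 0.37 (permutation tests across genes, p = 1e-05 for each, the smallest that 100000 resamples can give when the absolute correlations are compared; adjusted p = 6e-05 for Pearson's r). Genes are not independent replicates, and both changes are divided by the same wild-type sample. The same correlation among the 8061 non-target genes with RPKM of at least 1 in at least 1 sample gave an r of 0.41 and a rho of 0.39. Without the 2 genes farthest from the median change in Ash1 knockdown, r among the target genes was 0.34. The counts in Mrg15 knockdown moved most at a 1.5-fold threshold, to 14 target genes down and 14 up, against 38 and 26 in Ash1 knockdown. The paper describes the effect of Mrg15 knockdown as much more modest than that of Ash1 knockdown.

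**Figure D2:**
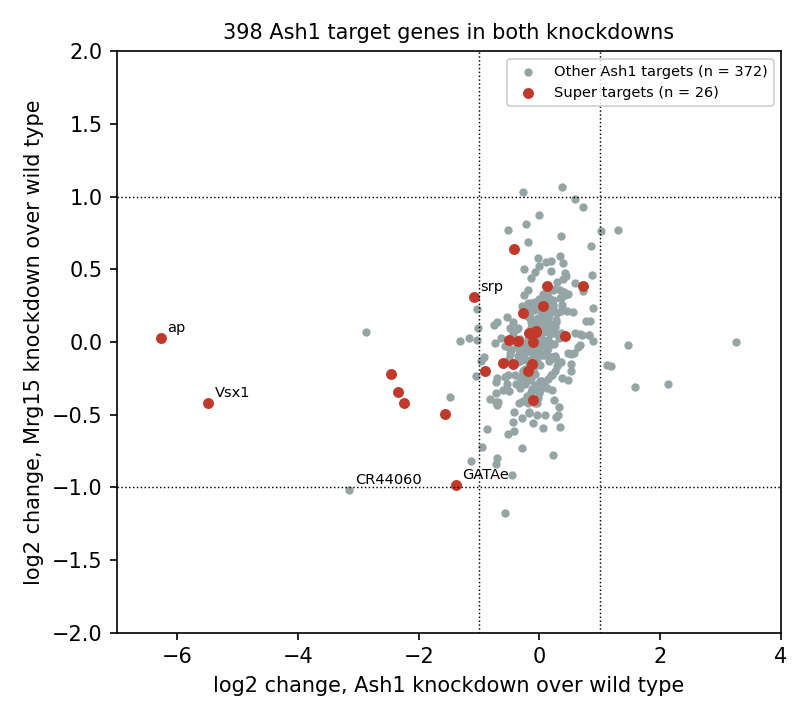
Log2 change of each of the 398 Ash1 target genes after Ash1 knockdown (horizontal axis) and after Mrg15 knockdown (vertical axis), 1 sample per condition, with the 26 super target genes in red, the others in grey and dotted lines at -1 and 1. The points spread from -6.28 to 3.26 along the horizontal axis and from -1.18 to 1.07 along the vertical one.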

On the other hand, Mrg15 knockdown in S2 cells displayed a much more modest transcriptional effect. Among the 8 top Ash1 super target genes that were repressed after Ash1 knockdown, 6 genes displayed various degrees of transcriptional downregulation after Mrg15 knockdown, although the levels of change was modest (Fig. 4f).

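The 8 super target genes repressed after Ash1 knockdown had a median log2 change of -2.30 in that knockdown and of -0.38 in Mrg15 knockdown. In Mrg15 knockdown, 6 of the 8 were lower than in wild type. GATAe decreased most, from an RPKM of 1.07 to 0.29 (log2 change -0.98). Vsx1 and CR44133 had a log2 change of -0.42 each, mab-21 had -0.34 and CG4766 had -0.22. The exceptions were srp, whose RPKM rose from 38.4 to 47.8 (log2 change 0.31), and ap, which stayed level at 273 and 279 (log2 change 0.03). Considered singly, none of these genes left the spread of its 500 matched non-target genes: 44 of them were as low as Vsx1, 47 as low as GATAe and 90 as low as CR44133. Considered as a group, the mean of the 8 log2 changes, -0.32, was below 0 in an exact sign-flip permutation test across genes (p = 0.047, where 8 genes allow 0.0078 at the smallest), but not after Benjamini-Hochberg adjustment over 6 tests (adjusted p = 0.07). Of 100000 random draws of 8 matched non-target genes, 1.57% had a median as low. The 8 genes were, however, chosen for being low in Ash1 knockdown against the same wild-type sample. Among protein-coding non-target genes with a wild-type RPKM of at least 1, 236 were also more than 2-fold down in Ash1 knockdown. Their median in Mrg15 knockdown was -0.616, and 84.7% of draws of 8 of them had a median as low as the 8 super target genes. When only super target genes with RPKM of at least 1 in at least 1 sample were used, the median of the remaining 7 was -0.34. The exact sign-flip permutation test of their mean gave p = 0.094. The paper states that 6 of these 8 genes were downregulated after Mrg15 knockdown, to differing and modest degrees.

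**Figure D3:**
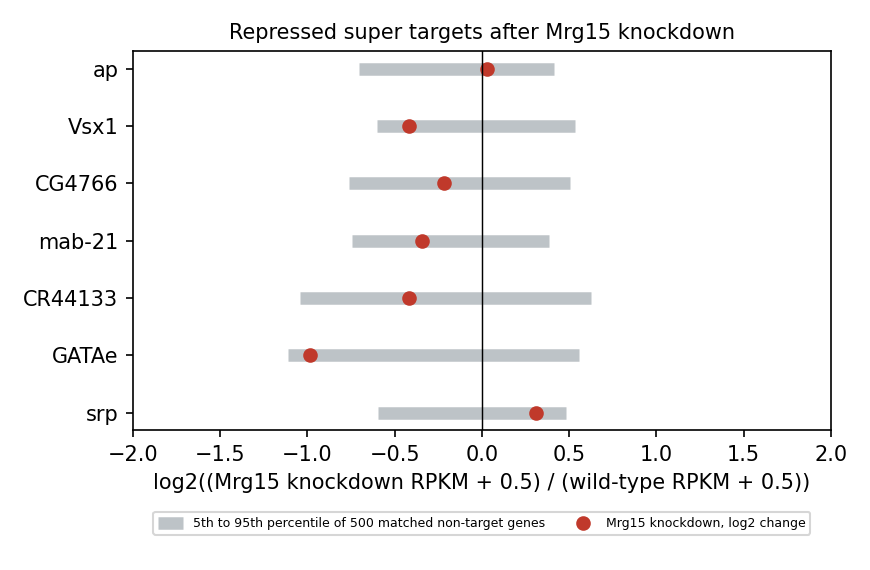
Log2 change after Mrg15 knockdown (horizontal axis, with a pseudocount of 0.5) of each of the 7 repressed super target genes with RPKM of at least 1 in at least 1 sample (red points, 1 sample per condition) on the range from the 5th to the 95th percentile of its 500 matched non-target genes (grey bars). All 7 points lie within their grey bars, with GATAe at -0.98 on a bar that begins at -1.11.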

### Mrg15 is required for the TrxG protein function of Ash1

Mrg15 is essential for Ash1 to achieve full catalytic activity in biochemical assays (Fig. 2) and in cultured cells (Fig. 4). 

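At the genes shown in Fig. 3e, Vsx1 fell from an RPKM of 45.9 in wild type to 34.2 in Mrg15 knockdown and 0.54 in Ash1 knockdown. Mlc-c (X, 5513168 to 5516591), which lies nearby and is not an Ash1 target gene, had an RPKM of 325 in wild type, 352 in Mrg15 knockdown (log2 change 0.11) and 401 in Ash1 knockdown (log2 change 0.30). CG34435 (X, 5507469 to 5508428), also outside the target list, had an RPKM of 0 in all 3 samples, so no change could be measured there. Among all 398 Ash1 target genes, 394 stayed within 2-fold after Mrg15 knockdown, and the median log2 change was 0. Of the 26 super target genes, 12 were lower than in wild type, 6 of them among the 8 genes repressed by Ash1 knockdown and 6 among the other 18, whose median log2 change was 0.03. No value has a replicate. Leaving out non-coding RNA genes moved the difference in median between super target genes and the other top targets most, from -0.02 to -0.10 (permutation test, p = 0.16). The paper, citing its own figures, states that Mrg15 downregulation repressed Ash1 target genes only modestly.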

However, Mrg15 downregulation only modestly repressed the expression of Ash1 target genes in S2 cells (Figs. 3e, 4f, Supplementary Fig. 3e). It was not clear whether such modest effect was due to insufficient knockdown or Mrg15’s roles in other chromatin-modifying complexes. 

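The RNA-seq files give the mRNA levels of the knocked-down genes themselves. MRG15 (gene ID FBgn0027378; 3R, 11101243 to 11104351, dm3) had an RPKM of 21.8 in wild type, 22.3 in Ash1 knockdown and 4.56 in Mrg15 knockdown (no replicates). Its log2 change in Mrg15 knockdown was -2.14, and 3 of the 500 matched non-target genes were as low. With a pseudocount of 0.1 this log2 change was -2.23. The mRNA of ash1 was not lower in its own knockdown, with an RPKM of 8.62 in wild type and 9.75 in Ash1 knockdown (log2 change 0.17). The mRNA level does not measure the Mrg15 protein that remained. The paper leaves open whether the modest effect came from insufficient knockdown or from the other complexes that contain Mrg15.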

Therefore, we sought to explore the physiological significance of Mrg15-mediated Ash1 activation at the organism level.

Mrg15 exists in multiple chromatin-modifying complexes and occupies more genomic regions than Ash1 (Fig. 3). Therefore, it is difficult to dissect the functional role of Mrg15 in the context of the Ash1 complex using loss-of-function studies because phenotypes caused by *mrg15* gene deletion could be attributed to the disruption of other Mrg15-containing complexes. Thus, we sought to assess the role of Mrg15 in the context of the Ash1 complex by generating an Ash1 line that displayed an attenuated Mrg15-Ash1 interaction.

We took advantage of the Co-IP experiments to map the protein region in Ash1 that was required for interaction with Mrg15. We tested a series of Flag-tagged Ash1C truncations and identified a short region ahead of the SET domain (amino acids 1146–1339), which we termed MID (Mrg15-interacting domain), that was required for Mrg15 binding (Fig. 5a, b). Ash1 MID is highly conserved among different species and contains an invariable KYLR motif (Supplementary Fig. 5). We performed alanine substitutions within this region and identified a single-amino acid substitution (R1288A) that greatly weakened the interaction between Ash1 and Mrg15 (Fig. 5c). Notably, this point mutation did not affect the interaction between Ash1 and Nurf55 because Nurf55 interacts with Ash1 at a different region (amino acids 1314–2226 of *Drosophila* Ash1, corresponding to amino acids 2065–2964 of human Ash1L; Supplementary Fig. 6a).

**Fig. 5:**
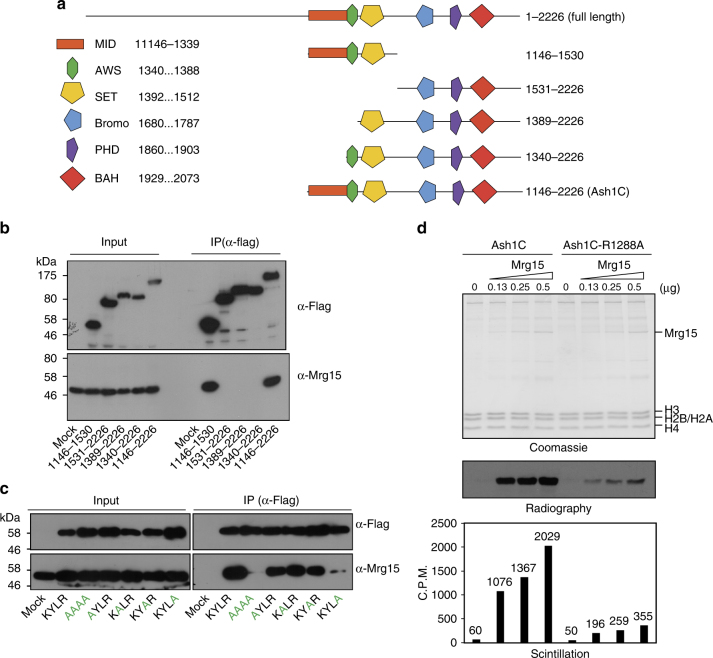
R1288 of Ash1 is critical for Mrg15 binding capacity and Mrg15-mediated Ash1 activation. **a** Schematic map shows the Flag-Ash1 C-terminal truncations used to determine the Mrg15 interaction domain. MID, Mrg15-interacting domain. **b** Co-IP results show Ash1 MID is essential for the Mrg15 interaction. **c** Co-IP results show that the R1288A mutation greatly weakens the interaction between Ash1C and Mrg15. **d** Histone methyltransferase assay results show that Mrg15-mediated Ash1 activation was severely compromised by the R1288A mutation

Recombinant Ash1C (wild type) and Ash1C-R1288A (Mrg15 binding mutant) displayed similar basal enzymatic activity in vitro (Fig. 5d). However, unlike wild-type Ash1C, the Ash1-R1288A mutant protein failed to be robustly activated by the addition of Mrg15 (Fig. 5d). Thus, the introduction of R1288A mutation into Ash1 protein not only weakened the physical interaction between Ash1 and Mrg15 but also impaired Mrg15-mediated Ash1 activation in vitro.

To evaluate the physiological consequence of impairing Mrg15-mediated Ash1 activation, we generated an R1288A knock-in fly strain by Cas9/CRISPR technology. We first obtained an *ash1* ^*R1288A/+*^ heterozygous strain and validated the DNA sequence of the two *ash1* alleles (Fig. 6a).

**Fig. 6:**
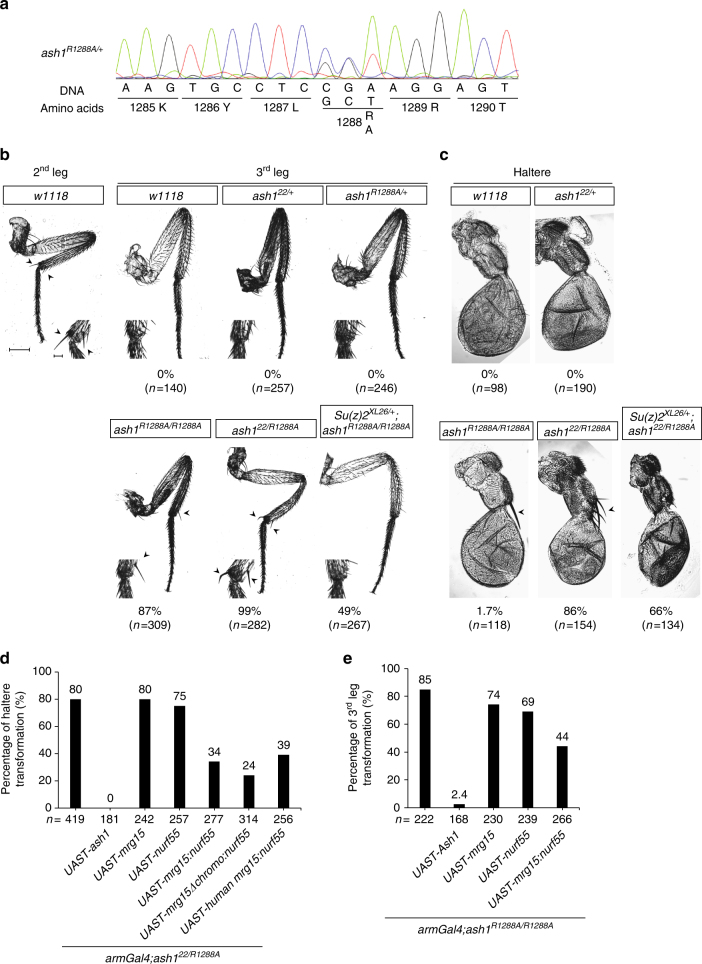
R1288A mutation compromised the TrxG protein function of Ash1. **a** Sanger sequencing result shows the genotype of *ash1* ^*R1288A/+*^ heterozygous fly. **b** Photographs and statistics show the third leg to second leg partial transformation phenotype in flies of indicated genotypes. The exact sample size (*n*) is indicated. Scale bars represent 50 μm (for the images of entire leg or haltere) and 10 μm (for the images of enlarged partial region of leg) respectively. Note that this transformation phenotype was observed in both *ash1* ^*R1288A/R1288A*^ and *ash1* ^*22/R1288A*^ flies, as indicated by the presence of ectopic bristles on the third leg, marked with arrowhead. **c** Photographs and statistics show the haltere to wing partial transformation phenotype in flies with the indicated genotypes. Note that the transformation phenotype was observed in both *ash1* ^*R1288A/R1288A*^ and *ash1* ^*22/R1288A*^ flies, as indicated by the presence of ectopic bristles on the haltere, marked with arrowhead. **d** Statistics show the percentage of haltere to wing partial transformation phenotype in flies with the indicated genotypes. **e** Statistics show the percentage of third leg to second leg partial transformation phenotype in flies with the indicated genotypes

It has been reported that *ash1* loss-of-function strains exhibited several homeotic transformation phenotypes, including third leg to second leg transformation and haltere to wing transformation^17^. In wild-type flies, apical bristles exist on the second legs, but not on the third legs (Fig. 6b), and third leg to second leg partial transformation can be indicated by the presence of ectopic apical bristles on the third legs^17^. Similar to reported *ash1* loss-of-function strains, 87% of *ash1* ^*R1288A/R1288A*^ mutant flies displayed third leg to second leg partial transformation, as indicated by the presence of the second leg specific apical bristle on the third leg (Fig. 6b). Moreover, the percentage of flies bearing ectopic apical bristles on their third legs was further increased to 99% in an *ash1* ^*22/R1288A*^ mutant strain (*ash1* ^22^ is an *ash1* null allele caused by an early stop codon^17^). These results indicated that a reduction of Ash1 activity caused by impaired interaction with Mrg15 affected the function of Ash1 in the regulation of leg specification and that such effects could be increased by further reducing the Ash1 dose. Furthermore, introduction of one copy of *Su(z)2* ^*XL26*^ mutant, which is a null allele of both *Su(z)2* and *Psc* can partially suppress the third leg transformation phenotype of *ash1* ^*R1288A/R1288A*^ (Fig. 6b), suggesting that the homeotic transformation phenotype of *ash1* ^*R1288A/R1288A*^ was related to its compromised function in antagonizing Polycomb function.

In addition, we noted a low frequency (1.7%) of the haltere to wing partial transformation phenotype marked by the presence of ectopic bristles on the pedicel of halteres in *ash1* ^*R1288A/R1288A*^ mutant flies (Fig. 6c). Moreover, the frequency of the haltere to wing partial transformation phenotype was markedly increased (86%) in *ash1* ^*22/R1288A*^ mutant flies, which indicated that the optimal activity and dose of Ash1 is important for haltere specification. Like in third leg, introducing one copy of *Su(z)2* ^*XL26*^ mutant also partially relieve the transformation phenotype in haltere (Fig. 6c).

The above results established a connection between the attenuated Mrg15-Ash1 interaction and impaired TrxG protein function of Ash1. To further explore the functional significance of Mrg15 in this context, we generated transgenic flies overexpressing an Mrg15-Nurf55 fusion protein or other control proteins using the Gal4-UAST system. Because the interaction between Nurf55 and Ash1 is mediated by a different region of Ash1 (Supplementary Fig. 6a), the Mrg15-Nurf55 fusion protein can be tethered to Ash1-R1288A mutant protein.

As expected, overexpression of wild-type Ash1 fully rescued the haltere to wing transformation phenotype in *ash1* ^*22/R1288A*^ mutant flies, whereas overexpression of Mrg15 and Nurf55 had little effect (Fig. 6d), consistent with the biochemical observations that Nurf55 could not stimulate Ash1 activity (Fig. 2a) and Mrg15 displayed greatly attenuated stimulation towards Ash1C-R1288A (Fig. 5d). Importantly, overexpression of the Mrg15-Nurf55 fusion protein effectively rescued the above phenotype in more than half of the flies (Fig. 6d). Moreover, such rescue activity was independent of the chromo domain of Mrg15 because overexpression of the Mrg15Δchromo mutant fused with Nurf55 could also robustly rescue the same phenotype (Fig. 6d). This result is consistent with our earlier observation that the Mrg15 mutant without chromo domain can stimulate the catalytic activity of Ash1 in vitro (Fig. 2c). Finally, overexpression of an hMrg15-Nurf55 fusion protein also rescued the haltere to wing homeotic transformation phenotype (Fig. 6d), thus underscoring the functional conservation of Mrg15 in the context of Ash1 complex.

Next, we examined the rescue ability of Mrg15-Nurf55 fusion proteins in the more sensitive phenotype, third to second leg transformation. In the *ash1* ^*22/R1288A*^ background, this phenotype could only be rescued by overexpressing wild-type Ash1 (Supplementary Fig. 6b). However, in the milder *ash1* ^*R1288A/R1288A*^ background, which suffered less Ash1 activity loss than *ash1* ^*22/R1288A*^ background, overexpression of Mrg15-Nurf55 successfully restored the third leg ectopic apical bristles phenotype in approximately half of the flies (Fig. 6e).

Taken together, the above results demonstrated that the impaired TrxG protein function of the Ash1-R1288A mutant could be partially restored by stabilizing Mrg15 association, further supporting a physiological role of Mrg15-mediated Ash1 activation.

It has been well documented that *ash1* loss-of-function causes *Drosophila* haltere and third leg homeotic transformation due to reduced UBX expression in *Drosophila* haltere and third leg imaginal discs^22,49^. To test the role of Mrg15 in regulating UBX expression in the imaginal discs, we crossed *ash1* ^*22*^ */Tm3*,*actinGFP* female and *ash1* ^*R1288A*^/*Tm3*,*actinGFP* male flies, and then performed immunostaining with an antibody against UBX in the imaginal discs of the F1 third instar larvae. The genotypes of the GFP positive imaginal discs were either *ash1* ^*22/+*^ or *ash1* ^*R1288A/+*^ (Supplementary Fig. 7a), which displayed no homeotic transformation (Fig. 6). The genotype of the GFP negative imaginal discs was *ash1* ^*22/R1288A*^ (Supplementary Fig. 7a), which displayed the homeotic transformation phenotypes (Fig. 6). In *ash1* ^*22/+*^ or *ash1* ^*R1288A/+*^ larvae, UBX was highly expressed in the outer parts of the entire third leg imaginal discs (Supplementary Fig. 7b, c), but UBX expression was reduced in approximately half of the outer parts of the third leg imaginal discs of *ash1* ^*22/R1288A*^ larvae (long arrow heads in Supplementary Fig. 7b, c). These results support a role of Mrg15 in promoting UBX expression in third leg imaginal discs, which is consistent with the most obvious phenotype observed in mutant flies expressing Ash1-R1288A (Fig. 6).

## Discussion

The anti-repressive function of Ash1 as a TrxG protein was discovered many years ago^16,22^. However, the histone methyltransferase activity and substrate specificity were only clarified much later^12,18,21^. Despite the important role of Ash1 in the antagonization of PcG proteins and the maintenance of Hox gene expression, little is known about how its enzymatic activity is regulated, except for a report that the enzymatic activity of Ash1 is inhibited by H2A ubiquitination^13^, which is a histone marker associated with Polycomb silencing. In this study, we identified Mrg15 and Nurf55 as integral subunits of the Ash1 complex, and characterized a role of Mrg15 in stimulating Ash1 enzymatic activity. However, many important questions remains to be answered, including how is Ash1 complex specifically recruited to its targets; how does Ash1 complex cooperate with other TrxG proteins, like Trithorax, Lid, and so on; what is the role of chromo domain of Mrg15?

The chromatin targeting of Ash1 complex remains an open question. Mrg15 contributes to Ash1’s TrxG protein functional; however, it is clearly not the recruiter of Ash1. Although Mrg15 knockdown reduced Ash1 binding at its targets, such effect was relatively weak particularly at the Ash1 strong peaks (Fig. 3, Supplementary Fig. 3), suggesting that another factor is responsible for the initial recruitment of Ash1.

The cooperativity between Ash1 and other TrxG proteins, such as Trithorax and Lid are also interesting directions for future investigation. Although Trithorax was not detected in our purified Ash1 complex under the stringent condition that we applied (extensive washing with 500 mM KCl), Ash1 was reported to interact with Trithorax under less stringent conditions (binding and washing with 50 mM NaCl)^24^ and Ash1’s chromatin localization is dependent on Trithorax^47^. However, not all Trithorax targets are associated with Ash1^47^, suggesting the existence of additional regulator(s) to be discovered. On the other hand, Lid, a TrxG protein that possesses histone H3K4 demethylase activity^50^ interacts with Mrg15^45^. It would be interesting to examine whether such interaction may mediate a cooperativity between Lid and Ash1 complex.

Another interesting question is how broad does Ash1 complex regulate gene transcription. In the literature, this has been a debate^27,47^, our overall conclusion is that Ash1 affects the expression of only limited number of genes, and these genes are enriched in the set of Ash1 super target genes based on ChIP-seq intensity (Fig. 4d, e). 

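Over all 15163 genes, 376 had a log2 change below -1 after Ash1 knockdown and 369 had one above 1, which is 2.48% of the genes for the decreases. Of these, 18 decreased and 8 increased genes were Ash1 target genes, and 358 and 361 had no Ash1 peak. In the 398 target genes the decreases were concentrated in the super target genes, with 8 of 26 (30.8%), against 6 of the other top targets (3.45%) and 4 of the 198 targets outside the top 200 (2.02%). Against all other targets, the difference in the repressed share was 28.1 percentage points (Fisher's exact test across genes, p = 3.1e-06). No condition was replicated, so the genes past 2-fold cannot be separated from differences between cultures. The count over all genes moved most at a threshold of 1.5-fold, to 928 genes down, and a pseudocount of 0.1 gave 826. The paper concludes that Ash1 affects a limited number of genes, and that these are enriched among the super target genes.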

This is in support to a previous report^47^. In S2 cells, the effect of Mrg15 knockdown at Ash1 target genes was relatively modest, and future investigations would answer whether this was attributed to incomplete knockdown and/or the mixed roles of Mrg15 in other chromatin modifying complexes. 

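In Mrg15 knockdown, 2 Ash1 target genes were more than 2-fold down and 2 up, and the median log2 change of the 8 super target genes repressed by Ash1 knockdown was -0.38, as against -2.30 in Ash1 knockdown. Centring the log2 changes on the median of genes with RPKM of at least 1 in all 3 samples moved the former to -0.43. Over all genes, 354 were more than 2-fold down and 116 up. MRG15 mRNA itself went from an RPKM of 21.8 to 4.56, a log2 change of -2.14 (no replicates). Of the other members of the complex, ash1 (FBgn0005386, 3L, 19583872 to 19591855) had an RPKM of 8.62 in wild type and 7.90 in Mrg15 knockdown (log2 change -0.12). In Ash1 knockdown ash1 had an RPKM of 9.75 (log2 change 0.17), so its mRNA was not lower there. Caf1 (3R, 11051297 to 11053286), the symbol of Nurf55 in the files, had 70.9 in wild type and 67.2 in Mrg15 knockdown (log2 change -0.08). The paper leaves to future work whether incomplete knockdown, mixed roles of Mrg15 in other complexes, or both, account for the modest effect.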

Nevertheless, Mrg15-mediated Ash1 activation is a physiologically relevant event supported by genetic evidences at the organism level (Fig. 6).

In previous studies, evaluations of the functional roles of Mrg15 and the yeast homolog Eaf3 were concentrated on the H3K36 methylation binding capacity. In budding yeast, genetic studies revealed that the Eaf3-containing HDAC Rpd3S complex functions downstream of H3K36 methyltransferase Set2 to suppress cryptic transcription initiation. Mutations affecting Set2 catalytic activity or Eaf3 H3K36 methylation binding activity led to histone hyperacetylation and internal transcriptional initiation at the gene bodies of active genes^42–44^. Our finding that Mrg15 without the chromo domain could activate the enzymatic activity of Ash1 (Fig. 2c, Supplementary Fig. 2c) represents biochemical evidence that Mrg15 is capable of modulating the catalytic activity of the associated histone-modifying enzyme. It will be very interesting to evaluate whether Mrg15 or Eaf3 may also regulate the catalytic activity of NuA4 histone acetyltransferase and/or the Sin3a/Rpd3S histone deacetylase. Notably, Eaf3 chromo domain mutants resulted in increases of histone acetylation levels at the 3′ end of Rpd3S HDAC deacetylase complex target genes^42–44^, and Eaf3 depletion compromised NuA4-catalyzed histone acetylation but not the chromatin recruitment of the NuA4 complex^51^. These results support a potential role of Mrg15 and Eaf3 in the biochemical regulation of the catalytic activities of other associated chromatin-modifying enzymes and provide highly interesting directions for future investigations.

The molecular mechanism by which Mrg15 activates Ash1 activity is another interesting question. Structural studies of SET domains of several closely related H3K36-specific methyltransferases, including NSD1 and hAsh1L, suggest that autoinhibition is an intrinsic folding characteristic of this subgroup of SET domain-containing histone methyltransferases^21,52–54^. A flexible loop from the post-SET subdomain blocks the access of the histone substrate from the catalytic groove. Although no evidence is yet available, it is attractive to speculate that incorporation of specific regulators can relieve the catalytic site from the self-blocked state to an accessible and catalytically competent configuration. In fact, a similar mechanism does exist in a different histone-modifying enzyme, PRC2. Autoinhibition was also observed in the SET domain of EZH2^55,56^, whereas in the active PRC2 complex, extensive interactions were formed among complex subunits, which transforms the catalytic center of SET domain into an accessible and activated conformation^57–59^. Future structural analysis resolving the complex structure of Ash1-Mrg15 will help address this interesting question.

The purification of two independent human Ash1L complexes containing either hMrg15 or hMrgX proteins also offers interesting directions for future studies. Ash1L plays critical roles in mammalian development^19,60,61^, and dysregulation of the human *ash1l* gene is linked to various diseases^62–66^. Inhibition of hAsh1L activity has been proposed as a potential therapeutic approach, particularly for tumors that are driven by *Hox* genes^67,68^. Further characterization of the regulatory roles of hMrg15 and hMrgX in activating hAsh1L may provide insights for rational designs targeting hAsh1L complexes. In particular, hMrg15 and hMrgX may function at different target genes, which might provide targeting specificity.

Finally, we propose a model to summarize the function of Mrg15 within Ash1 complex. In wide-type flies, Mrg15 stably interacts with Ash1 and stimulates its activity in generating H3K36me2 that antagonizes Polycomb silencing and maintains the transcriptional “ON” state of target genes (Fig. 7a). In flies bearing Ash1R1288A mutation, interaction between Mrg15 and Ash1 is attenuated, which impairs activation of Ash1 and compromises the anti silencing function of Ash1 (Fig. 7b). Expression of Mrg15-Nurf55 fusion protein in Ash1R1288A mutant flies artificially stabilizes Mrg15-Ash1R1288A association and partially restores the activation mechanism and the anti silencing function of Ash1 (Fig. 7c).

**Fig. 7:**
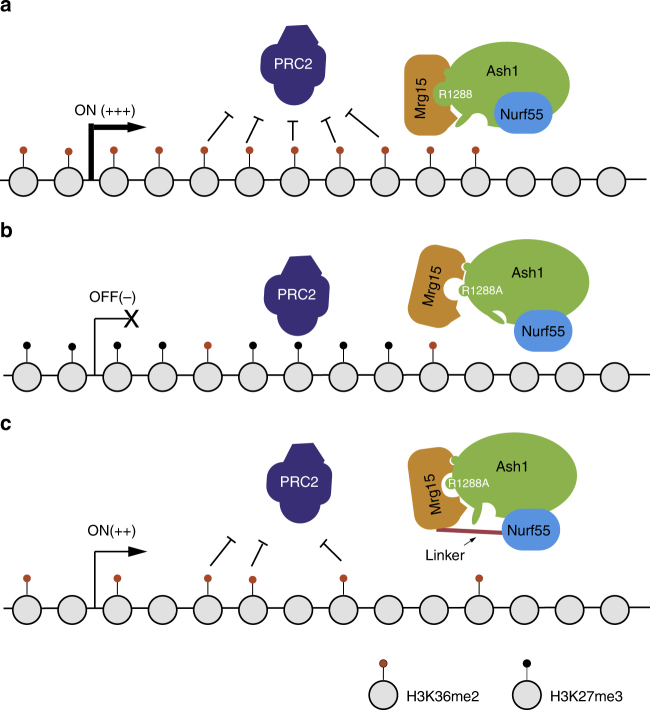
Model of the role of Mrg15 in Ash1 complex. **a** Wild-type Ash1 stably interacts with Mrg15 and becomes activated to produce adequate amounts of H3K36me2 that antagonizes Polycomb silencing at the common targets of Ash1 and Mrg15. **b** Ash1R1288A mutation greatly weakens its interaction with Mrg15 and impairs Mrg15-mediated activation, which causes the failure of anti silencing. **c** Expression of Mrg15-Nurf55 fusion protein partially restores the activation and anti silencing function of Ash1R1288A mutant

## Methods

### Antibodies

The antibody against Flag (F1804, 1:1000 for western blot (WB)) and ANTI-FLAG M2 affinity gel (A2220) were purchased from Sigma. The antibody against RbAp46/48 was purchased from Cell Signaling Technology (4633S, 1:1000 for WB). The antibody against H3K36me1 was purchased from PTM BIO (PTM-623, 1:1000 for WB). The antibodies against H3K36me2 and H3K36me3 were purchased from Abcam (ab9049 and ab9050, 1:1000 for WB). The antibody against UBX was obtained from Developmental Studies Hybridoma Bank (FP6.87,1:300 for immunostaining). Polyclonal antibodies against *Drosophila* Ash1 (1:1000 for WB) and Mrg15 (1:5000 for WB) were produced in rabbits immunized with a recombinant *Drosophila* Ash1 truncated protein (441–880 aa) or a recombinant full-length *Drosophila* Mrg15 protein, and they were then immuno-purified with the corresponding antigens. Polyclonal antibodies against hMrg15 and hMrgX were produced by ABclonal Technology (1:1000 for WB). HRP-conjugated donkey anti-mouse and donkey anti-rabbit secondary antibodies were purchased from Proteintech (SA00001–8, SA00001-9, 1:10,000 for WB). Clean-Blot IP Detection Reagent (HRP) was purchased from Thermo Fisher (21230, 1:400 for WB).

### Co-Immunoprecipitation

Endogenous Co-IP experiments were performed using the above described Ash1 and Mrg15 antibodies and also rabbit Normal IgG (Cell Signaling Technology, 2729S) as a control. Briefly, 2 μg antibodies were incubated with 2 mg S2 cell nuclear extracts in Buffer C (20 mM Tris-HCl, pH 8.0, 420 mM NaCl, 1.5 mM MgCl_2_, 1 mM EDTA, and 10% glycerol) at 4 °C overnight. Then 100 μL protein G agarose (Millipore, 16–266) were added to capture the antibody-protein complex. After extensively washed with washing buffer (20 mM Tris-HCl, pH 8.0, 500 mM KCl, 1 mM EDTA, 10% glycerol, and 0.1% NP40), immunoprecipitated proteins were eluted using 1× SDS loading buffer and further anayzed by western blot.

### Cell culture

*Drosophila* S2 cells were cultured with Schneidier’s *Drosophila* medium (Gibco) plus 10% FBS (Gibco) at 28 °C. Human 293F cells were cultured with DMEM (Hyclone) plus 10% FBS (Gibco).

### Affinity purification and protein identification

Nuclear extract (NE) prepared in Buffer C from about 100 mL of confluent cultured S2 cells or 10 × 100 mm-dishes of human 293F cells were used for batch purification. Anti-Flag M2 affinity gel (150 μL slurry) were equilibrited with Buffer C and then incubated with NE overnight at 4 °C. The resin was extensively washed with excess amounts of high stringency washing buffer (20 mM Tris-HCl, pH 8.0, 500 mM KCl, 1 mM EDTA, 10% glycerol, and 0.1% NP40). Proteins were eluted with 0.1 mg/mL Flag peptide. The elution were anayzled by SDS-PAGE and silver staining. Specific bands on gel were cut and proteins were resolved and digested with trypsin. The resulted peptides were analyzed by MALDI-TOF/TOF(MS/MS).

### Western blot

For western blot analysis, protein samples were resolved by SDS-PAGE gels and transferred onto PVDF membranes. Then the membranes were incubated with appropriate antibodies at room temparature for 2 h or at 4 °C overnight followed by incubation with a HRP-conjugated secondary antibody. The immunoreactive bands were visualized using Immobilon western chemiluminescent HRP substrate (Millipore). Uncropped western blot scans with molecular weight reference were shown in Supplementary Figs. 8–11.

### Histone methyltransferase assay

For the histone methyltransferase activity assay, a 30 μl reaction mixture containing 50 mM Tris-HCl (pH 8.0), 3 mM DTT, 1 mM MgCl_2_, 230 nM S-[methyl-^3^H] adenosylmethionine (PerkinElmer), 0.02 nmol Ash1C and the amounts of titrated proteins indicated in the Figures, and 1 μg (or otherwise indicated) recombinant oligonucleosomes, were incubated at 30 °C for 4 h. The reaction was stopped by adding 4× SDS loading buffer and analyzed with SDS-PAGE, autoradiography and liquid scintillation.

For kinetic studies, reactions were performed at 30 °C for 30 min using titrated concentrations of recombinant nucleosomes or S-[methyl-^3^H] adenosylmethionine, as indicated. Standard errors were calculated from two replicates. The d.p.m data were calculated from the scintillation results, and kinetic regression curves were plotted using GraphPad Prism 5.

For histone methyltransferase activity assay followed by western blot detection, similar reaction system was adopted except that 1 mM S-adenosylmethionine and 2 μg recombinant oligonucleosomes were used in each reaction.

### ChIP-seq

S2 cells were crosslinked with 1% formaldehyde for 10 min at room temperature and quenched by adding glycine to a final concentration of 0.125 M. The cells were washed with ice-cold PBS twice and then resuspended with buffer A (10 mM HEPES, pH 7.6, 10 mM EDTA, 0.5 mM EGTA, 0.25% Trithon X-100) and incubated for 10 min on ice. After centrifugation, the pellet was resuspended with buffer B (10 mM HEPES, pH 7.6, 1 mM EDTA, 0.5 mM EGTA, 200 mM NaCl, 0.01% Trithon X-100) and incubated for 10 min on ice. After centrifugation, the chromatin was resuspended in sonication buffer (20 mM Tris-HCl, pH 8.0, 140 mM NaCl, 1 mM EDTA) supplemented with 1% SDS and sonicated into fragments of 200–500 bp (Covaris M220) and insoluable material was removed by centrifugation of 14,000 r.p.m. for 10 min. The soluable chromatin was diluted by 10 times with binding buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 1 mM EDTA) plus 0.1% Triton X-100 and incubated with antibody overnight at 4 °C. The chromatin-antibody complex were captured with Dynabeads Protein G (Life technology for 2 h. The beads were sequentially washed twice with binding buffer plus 0.1% Triton X-100, twice with binding buffer plus 1% Triton X-100, once with LiCl buffer (20 mM Tris-HCl, pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% NP40, 0.5% sodium deoxycholate) and twice with TE (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). The immunoprecipitated chromatin were eluted by incubating beads with elution buffer (0.1 M NaHCO_3_, 1% SDS) at 55 °C for 2 h with vigorous vortex. DNA were purified after reversal of crosslink and deep sequencing libraries were constructed using NEBNext Ultra DNA Library Prep Kit and NEBNext Multiplex Oligos for Illumina.

### Fly stocks

Flies were cultured on standard food medium at 25 °C. The strains used in this study were as follows: *nos-Cas9 (attP2)*; *ash1* ^*22*^ (BDSC #24161); *arm-GAL4* (BDSC #1560); *nos-phiC31; attP40* (BDSC #25709); and *ash1* ^*R1288A*^, which was generated by CRISPR/Cas9 using 5′-cggaggtacttttcgcaata-3′ gRNA and a 2 kb genomic DNA fragment with the R1288 site at the middle inserted into pEasyT vector as donor plasmid and R1288A mutation was generated by Quickchange. *Ash1* ^*R1288A*^ gRNA and donor plasmids were purified using a Qiagen Plasmid Midi Kit (#12145) and introduced into *nos-Cas9* embryos using standard procedures. To make the *UAST-ash1*, *UAST-mrg15*, *UAST-nurf55* and *UAST-mrg15:nurf55* constructs, fragments were subcloned into an attB-UAST vector using ClonExpress II One Step Cloning Kit (Vazyme, C112). All plasmids were verified by DNA sequencing. The plasmid DNA was introduced to *nos-phiC31;attP40* embryos using a standard procedure to generate transgenic flies.

### Homeotic transformation phenotype analysis and microscopy

For each genotype, 100–300 flies of 3 day to 5 day old were used for homeotic transformation analysis. For representing images acquisition, the haltere and leg were manually dissected from 3-day to 5-day-old flies and images were obtained using a Zeiss Imager M1 microscope.

### Imaginal disc immunostaining

The *ash1* ^*22*^ */Tm3*,*actinGFP* females and *ash1* ^*R1288A/*^ *Tm3*,*actinGFP* male flies were crossed and the F1 third instar larvae were collected and dissected in ice-cold PBT (10 mM NaH_2_PO_4_/Na_2_HPO_4_, 175 mM NaCl, pH 7.4, and 0.1% Triton X-100). The carcasses with imaginal discs attached were fixed with 4% formaldehyde in PBT for 15 min at room temperature. After washing three times with PBT and blocking with 5% normal goat serum in PBT for 1 h, the samples were incubated with mouse anti-UBX antibody (1:300, DSHB, FP6.87) overnight at 4 °C. The secondary antibody, Alexa-568-conjugated goat anti-mouse (1:300, Molecular Probes), was incubated for 1 h at room temperature. The samples were also stained with 0.1 mg/ml DAPI (4′,6′-diamidino-2-phenylindole; Sigma) for 5 min. The wing, haltere and third leg imaginal discs were isolated from carcasses and mounted on microscope slides for image analysis. Images were obtained using a ZEISS LSM 700 microscope.

### Bioinformatic analysis of high-throughput sequencing data

After ChIP libraries were constructed, single-end sequencing was performed on the Illumina GA II or HiSeq 4000 platforms. Sequencing reads were aligned to the UCSC *dm3* *Drosophila* genome sequence, and PCR duplicates were removed. Read densities were counted using IGV tools with read lengths extended to the average fragment size, followed by normalization to a sequencing depth of one million for each sample. Ash1/Mrg15 binding peaks were called by MACS software (v2.0.10) with parameters “*--nomodel --extsize 250 -q 0*.*1 --broad-cutoff 0*.*1 –broad*”. To define Ash1 super target genes, we sorted all genes by Ash1 ChIP-seq reads density within the first exon (exons shorter than 200 bp were extended to 200 bp), and all values were normalized to the sequencing depth of 10 M and region length of 1 kb. H3K36me2 read densities at Ash1/Mrg15 peaks were counted based on uniquely mapped ChIP-seq reads and normalized to a 1 kb peak length, which was similar to RPKM in RNA-seq analysis. For RNA-seq, total RNA was isolated by the TRIzol Reagent (Life Technologies). mRNA with a poly(a) tail was purified and subjected to sequencing library constructions. Reads were mapped to the UCSC *dm3 Drosophila* genome with TopHat (v1.4.1). The expression levels were quantified with Cufflinks (v2.0.2) software.

### Data availability

All high-throughput sequencing data have been deposited under the GEO accession number GSE93100.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Mrg15 stimulates Ash1 H3K36 methyltransferase activity and facilitates Ash1 Trithorax group protein function in Drosophila
**Source:** Nat Commun. 2017 Nov 21;8:1649. doi: 10.1038/s41467-017-01897-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of all Ash1 target genes and their expression levels in wild-type, Ash1 knockdown and Mrg15 knockdown S2 cells.

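Supplementary Data 1 gives for each of the 398 Ash1 target genes its locus in dm3, its RPKM in the 3 samples, its log2 change in each knockdown, whether it is a super target gene and the Ash1 ChIP-seq signal at its first exon. The RPKM values are those of the files with the expression of all genes, and are the same for all 398 target genes in all 3 samples. The log2 columns follow when 0.5 is added to each RPKM before the ratio is taken, with a largest difference of 4.6e-06 over both knockdowns. The first-exon signal ranks the genes, and the 26 super target genes are the 26 with the highest signal. Summed over the list, they hold 49.3% of the first-exon signal of the top 200 genes and 47.0% of that of all 398. The paper gives 45% for the top 200 genes. The Ash1 ChIP-seq values themselves were not analysed here.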

How the deposited data were processed for this re-analysis (not part of the article)

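RNA-seq of S2 cells in 3 conditions was used, with 1 sample each of wild type, Ash1 knockdown and Mrg15 knockdown. The other samples of the series are ChIP-seq samples, whose values were not in the files analysed here. The mapping of samples to conditions was taken from the sample labels and from Supplementary Data 1.

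The authors purified poly(A) mRNA, mapped the reads to the dm3 genome with TopHat 1.4.1, quantified expression with Cufflinks 2.0.2 and deposited 1 RPKM value per gene and sample, that is, reads per kilobase of transcript scaled to the number of mapped reads. The gene annotation, the read depth and any filter were not found in the methods, the labels or the supplementary files. The files hold 15163 genes with the same names and loci in all 3 samples. Several genes share 1 locus in the files, among them srp and CR44133 and several small RNA genes, so a locus can be wider than its gene. Since RPKM is not a count, no test for counts was used, and the number of reads behind a value, its confidence interval and the smallest detectable value are unknown.

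From these values the log2 change of each gene was computed as log2((knockdown RPKM + 0.5) / (wild-type RPKM + 0.5)). Genes past a log2 change of -1 or 1 are called more than 2-fold down or up. Fold changes on this scale understate the change of genes with low RPKM. Ash1 target genes and super target genes were taken from Supplementary Data 1. The top 200 targets were the 200 listed genes with the highest first-exon signal there. They may not be exactly the set plotted in Fig. 4d, e. With 1 sample per condition there is no replicate check of any difference. The spread between unreplicated samples was gauged by the 500 non-target genes nearest in wild-type RPKM to the gene in question. Comparisons between sets of genes used Fisher's exact test for shares and a permutation test of the difference of medians with 100000 resamples. For the 8 repressed super target genes, an exact sign-flip permutation test of the mean was used. Pearson's r and Spearman's rho had permutation tests. All of these are tests across genes, which are not independent replicates. Benjamini-Hochberg adjusted values are given over the 6 tests made. Calculations were made in Python 3 with numpy, pandas and scipy, with a fixed random seed.

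The genes named in the text were chosen by a rule set before the files arrived. They are the genes the paper names for its RNA-seq (Figs. 3e and 4e, f), the genes of the complex (ash1, MRG15 and Caf1), the 5 Ash1 targets outside the super targets with the largest decrease and the 5 with the largest increase in Ash1 knockdown, every Ash1 target past 2-fold in Mrg15 knockdown, the 5 non-target genes with the largest decrease and the 5 with the largest increase in each knockdown among genes with RPKM of at least 5 in wild type or that knockdown, and the 8 Hox genes. The antimicrobial peptide genes in the closing section are outside this rule and are reported as a set.

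The scripts were tested on simulated data made from the wild-type values with a noise SD of 0.3 on the log2 scale and 200 genes changed by 2 on that scale. All 200 (100%) were recovered past 2-fold, and 6 unchanged genes were also past 2-fold. The changed genes were drawn from those with a wild-type RPKM of at least 5. The SD across expressed genes in the data was larger than the simulated noise, 0.57 in Ash1 knockdown and 0.41 in Mrg15 knockdown. The recovery therefore checks the calculation and does not estimate the error rates in these data. In 2000 simulations without any difference, 3.2% of Fisher's exact tests and 4.5% of permutation tests gave a p-value under 0.05. Of the sign-flip tests, 5.05% did. These simulations used independent values, with more genes past the cut than in the data, so they do not cover neighbouring genes that change together.

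The alternatives were pseudocounts of 0.1 and 1, a filter on low RPKM, centring of the log2 changes on the median of expressed genes, thresholds of 1.5-fold and 3-fold, leaving out non-coding RNA genes, another comparison set for the super target genes, 1 gene per cluster of neighbouring targets, Spearman's rho, and the correlation without the 8 repressed super target genes. Non-coding RNA genes were those whose symbol starts with CR and a digit or holds RNA, since some protein-coding genes have symbols that start with CR and letters. The alternatives of the individual genes' log2 changes, and the removal of microRNA genes, were added after the values had been seen.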

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

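A set of genes that the paper does not discuss stood far above its wild-type level in Ash1 knockdown. The 14 inducible antimicrobial peptide genes of 7 families (attacins, cecropins, defensin, diptericins, drosocin, drosomycin and metchnikowin) had a median log2 change of 5.43 in Ash1 knockdown, from 0.10 to 9.28, and 13 of the 14 rose more than 2-fold. In Mrg15 knockdown their median log2 change was -0.004 and 3 of the 14 rose more than 2-fold. All 14 were higher in Ash1 than in Mrg15 knockdown (median difference 5.54, exact sign-flip permutation test of the mean difference across genes, p = 0.00012). Their summed RPKM was 305 in wild type, 458 in Mrg15 knockdown and 20944 in Ash1 knockdown, the last being 1.72% of all RPKM in that sample. The set was put together by gene family after this pattern had been noticed, and the predictions were written after the values they concern, except that on Ash1 targets, which was written before. Scaling between samples was set against the median log2 change of expressed genes, which was only 0.039. A response shared by both treated cultures would have raised the genes in Mrg15 knockdown as well. Their median there was -0.0038, but the summed RPKM of the 7 families had a median log2 change of 0.596 and rose more than 2-fold in 3 of them, so a weaker shared response is not excluded. Reads moved between the paralogs of a family would have left the summed RPKM of the family near its wild-type value. Only the attacins, cecropins and diptericins have more than 1 gene on the list, so only their sums can test this. All 7 family sums, theirs among them, rose more than 2-fold in Ash1 knockdown (lowest log2 change 3.63). The median over the 7 sums, 7.38, includes families with 1 listed gene, whose sum is that gene. Reads shared with genes outside the list were not tested. Swapped knockdown samples would have lowered MRG15 in the sample labelled Ash1 knockdown, where its log2 change was 0.032. Direct regulation by Ash1 would have put the genes among the Ash1 targets, and 0 of the 14 are. Stimulation or contamination of 1 culture cannot be tested with 1 culture per condition, so the increase cannot be told apart from it. A candidate explanation beside it is a loss of restraint on immune genes when Ash1 is depleted, which is a hypothesis only.

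Genes outside the Ash1 target list changed in numbers that the paper, which looked at target genes, does not report. In Ash1 knockdown 358 non-target genes were more than 2-fold down and 361 up, and in Mrg15 knockdown 352 were down and 114 up. Against 18 and 8 target genes in Ash1 knockdown and 2 and 2 in Mrg15 knockdown, both knockdowns lowered similar numbers of non-target genes. Without non-coding RNA and microRNA genes, 261 non-target genes were down in each knockdown, with 296 up in Ash1 and 68 up in Mrg15 knockdown. Non-coding RNA and microRNA genes made up 22.5% of the non-target genes past 2-fold in Ash1 knockdown and 29.4% in Mrg15 knockdown, so they were not most of the signal. Low expression may account for many of them, depending on the pseudocount. Of the non-target genes past 2-fold down in Mrg15 knockdown, 41.2% had a wild-type RPKM under 5 (prediction written before), but the pseudocount of 0.5 keeps genes with a wild-type RPKM of 0.5 or less from passing. In all 4 counts, between 37.7% and 41.2% of the genes had an RPKM under 5 in both samples compared. With a pseudocount of 0.1 the counts of non-target genes were 804 down and 665 up in Ash1 knockdown and 837 down and 336 up in Mrg15 knockdown, and between 64.5% and 78.3% of these genes had an RPKM under 5 in both samples (prediction written after the counts were seen). Difference between cultures cannot be separated from an effect of the knockdown with 1 culture per condition, and the counts cannot be told apart from it. Whether the remaining changes are indirect effects of either knockdown was not testable.

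The mRNA of ash1 itself was not lower in Ash1 knockdown. Its RPKM was 8.62 in wild type, 9.75 in Ash1 knockdown and 7.90 in Mrg15 knockdown (no replicates), a log2 change of 0.169 in Ash1 knockdown that 194 of 500 matched non-target genes equalled or passed. MRG15, by comparison, had a log2 change of -2.14 in its own knockdown. The paper cites Supplementary Fig. 3a, b where it introduces the knockdowns, and its text does not report this mRNA level. If both knockdown samples were swapped, ash1 would be low in the sample labelled Mrg15 knockdown, and its log2 change there was -0.117. If scaling hid a loss, the median log2 change of expressed genes would be raised, and it was 0.039. Reads from the double-stranded RNA could add to the reads of ash1, and 1 RPKM per gene, with its log2 change of 0.169, cannot show where in the gene the reads lie. The unchanged level cannot be told apart from that explanation. These predictions were written after the values were seen. The strong repression of ap and Vsx1 in the same sample (log2 changes -6.28 and -5.49) shows that it differs from wild type at Ash1 targets.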

How the results depend on the processing

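Of 15 headline results, 4 kept their direction and their side of the test's threshold, or stayed within 1.5 times the main count, under every alternative, although their size moved. The enrichment of repressed genes in the super target genes went from 27.3 percentage points to 13.9 with 1 gene per cluster (p = 0.024, Fisher's exact test), and the difference of medians in Ash1 knockdown from -0.369 to -0.191 (permutation test, p = 0.014). Of the 8 repressed super targets, 6 were lower in Mrg15 knockdown, 7 after centring, and 5 of 7 with genes under RPKM 1 left out or without non-coding RNA genes. The correlation of both knockdowns across Ash1 targets was 0.293, and between 0.251 and 0.366 in the alternatives. All alternatives except those named as added were set before the processed files arrived. The replicate block was not run because each RNA-seq condition has 1 sample, so the results come from unreplicated samples; the shared replicate numbers belong to ChIP-seq samples not analysed here.

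The counts of genes past 2-fold depended on the threshold. At 1.5-fold, Ash1 targets numbered 38 down and 26 up in Ash1 knockdown and 14 down and 14 up in Mrg15 knockdown, and all genes 928 down, 767 up, 968 down and 440 up in the same order. At 3-fold the targets numbered 7 down and 3 up in Ash1 knockdown and 0 down and 0 up in Mrg15 knockdown, and all genes 153, 209, 121 and 50.

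A pseudocount of 0.1 lets genes with few reads pass the threshold. It gave 826 down and 680 up among all genes in Ash1 knockdown, 844 down and 344 up in Mrg15 knockdown, 15 targets up in Ash1 knockdown, and 7 targets down and 8 up in Mrg15 knockdown. A pseudocount of 1 left 0 targets down and 1 up in Mrg15 knockdown. The few targets past 2-fold in Mrg15 knockdown lie near the threshold: 1 was down with genes under RPKM 1 left out, 1 was down without non-coding RNA genes, and 1 was up after centring. Leaving out non-coding RNA and microRNA genes, an alternative added after seeing the data, left 70 of all genes up in Mrg15 knockdown.

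The share of repressed genes among Ash1 targets exceeded that among non-targets by 1.85 percentage points, which was not significant (p = 0.13, Fisher's exact test). Without a filter on low values the difference was 2.098 (p = 0.013 in Fisher's exact test), because unexpressed non-target genes cannot be repressed and dilute their share. With a 1.5-fold threshold it was 3.562 (p = 0.046 in Fisher's exact test).

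The decrease of the 8 repressed super targets in Mrg15 knockdown was near the threshold of its test. The sign-flip test is of the mean log2 change, and the medians below are given beside it. With a pseudocount of 0.1 the median was -0.383 (exact sign-flip permutation test, p = 0.055). With genes under RPKM 1 left out, and likewise without non-coding RNA genes, 7 genes remained with a median of -0.342 (p = 0.094 in each exact sign-flip permutation test). Centring moved the result the other way, to a median of -0.428 (exact sign-flip permutation test, p = 0.023), and a pseudocount of 1 gave -0.347 (exact sign-flip permutation test, p = 0.047). The difference between super targets and other targets in Mrg15 knockdown was 0.00325 against all other targets and -0.021 against the top 200, neither distinguishable from 0.

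Among 294 alternative values for single genes, added after seeing the data, 55 moved by more than the SD of the matched non-target genes, all of them of genes with an RPKM near 0 in at least 1 sample. The depth per sample is unknown, which leaves the genes with low RPKM, GATAe among them, without an error.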

Differences from the paper's values

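None of the values the paper states for the RNA-seq differed from the values computed here under the main setting. A direction read from a figure did. Fig. 3e draws mRNA signal in all conditions above the label of CG34435, whereas the RPKM of CG34435 was 0 in wild type, Ash1 knockdown and Mrg15 knockdown. CG11473, also labelled in Fig. 3e, is not in the files analysed here. Outside the RNA-seq, the 26 super target genes held 49.3% of the first-exon Ash1 signal of the top 200 genes, where the paper gives 45%. In Fig. 4f the first gene carries the label as; its position and value are those of ap in Supplementary Data 1, with a log2 change of 0.029 in Mrg15 knockdown.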

Other observations

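The decrease of the 8 repressed super targets in Mrg15 knockdown was set against genes without an Ash1 peak that behaved alike in Ash1 knockdown. Of the protein-coding non-target genes with a wild-type RPKM of at least 1, 236 were more than 2-fold down in Ash1 knockdown. In Mrg15 knockdown the median log2 change of these 236 genes was -0.616, 206 of them (87.3%) were lower than in wild type and 65 were more than 2-fold down. With a wild-type RPKM of at least 10, 92 such genes had a median of -0.522. The 8 super targets had a median of -0.380, and 84.7% of random draws of 8 of the 236 genes had a median as low. Of the 296 protein-coding non-target genes that rose more than 2-fold in Ash1 knockdown, 276 had an Ash1 knockdown RPKM of at least 1 and entered this comparison. These 276 genes had a median of 0.017 in Mrg15 knockdown. A response common to both knockdowns would lower such non-target genes in Mrg15 knockdown by as much as the 8 super targets, and their median was -0.616. Both log2 changes are also divided by the same wild-type sample. A chance error in the wild-type value would have left the genes raised in Ash1 knockdown raised in Mrg15 knockdown too. Their median was 0.017, but this cannot decide the question. Unlike the repressed genes, they were not filtered on wild-type RPKM, and the pseudocount pulls the changes of low values towards 0. A wild-type culture that differed in 1 direction only is not excluded either. These predictions were written after the values were seen. Scaling between samples does not account for it, since the median log2 change of expressed genes in Mrg15 knockdown was 0.048. The decrease of the 8 genes may therefore reflect a response common to both knockdowns as well as a loss of Mrg15 from the Ash1 complex, and cannot be told apart from a difference of the wild-type culture without replicates.

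X-linked genes were slightly higher in Mrg15 knockdown than autosomal genes. Among protein-coding genes with RPKM of at least 1 in all 3 samples, the median log2 change was 0.125 for 1223 X-linked genes and 0.034 for 5971 genes on the large autosomes, a difference of 0.091 (permutation test across genes, p = 2e-05, the smallest it can give with 100000 resamples when the p of the smaller tail is doubled). In Ash1 knockdown the difference was 0.056 (permutation test, p = 2e-05), and between the Mrg15 and Ash1 knockdowns, without the wild-type sample, it was 0.037 (p = 0.00018). 3 comparisons were made, and genes are not independent replicates. An expression level that differs between X-linked and autosomal genes was tested in 4 bins split at the quartiles of wild-type RPKM, a prediction written before the result. The difference in Mrg15 knockdown kept its sign in all 4 bins, the lowest being 0.0617. Across the bins it went from 0.00971 to 0.0777 in Ash1 knockdown, and from 0.00148 to 0.0624 without the wild-type sample. For these comparisons a part played by expression level is not excluded. The wild-type value shared by both changes may explain part of the difference in Mrg15 knockdown. Without the wild-type sample the difference was 0.0373, less than 0.091. The effect is small beside the SD of 0.41 across genes, and an effect of Mrg15 on X-linked genes is a hypothesis that replicated samples would have to test. The 55 such genes of chromosome 4 had a median of 0.195 in Ash1 knockdown and 0.073 in Mrg15 knockdown.

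The largest changes outside the Ash1 targets, among genes with RPKM of at least 5, were all of small RNA genes, whose loci in the files are longer than a small RNA. In Ash1 knockdown the 5 largest decreases were mir-1011, with an RPKM of 1040 in wild type and 0 in the knockdown, an snmRNA gene at 2L (5100876 to 5206993), snoRNA:Me28S-A2634a, snoRNA:U31:54Ec and snoRNA:U31:54Ed, and the 5 largest increases were snoRNA:Me28S-A2564, from 0 to 5407, snoRNA:MeU2-C28, snoRNA:Me18S-A28a, snoRNA:Or-CD11b and mir-1016. In Mrg15 knockdown the same snmRNA gene again went from 298 to 0, with snoRNA:Me28S-A2634b and the same snoRNA:Me28S-A2634a, snoRNA:U31:54Ec and snoRNA:U31:54Ed beside it, and the largest increases were those of snoRNA:Me18S-A28a, mir-4962, snoRNA:U27:54Ea, snoRNA:Me28S-U2134b and snoRNA:Me28S-G3255b. Each went between 0 and an RPKM of 96.9 or more. No explanation was tested for them.

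Of the 8 Hox genes, none had an RPKM of 0.1 or more in any sample, and Antp had 0 in all 3.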
